A study of Gossypium hirsutum with 3 samples. Its data were reported in "Analysis of gene expression in cotton fiber initials" (2007).

How the data were processed

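By the study's methods, polyribosomal RNA, the RNA bound to ribosomes, was isolated from fiber initials and from whole ovules of field grown upland cotton at 1 dpa (days post anthesis, the days after the flower opened). The labels of the deposited samples name total RNA instead, a difference that is left open here. Fiber initials were shaken off frozen ovules with glass beads, and the replicates were harvested on different days. Each of the 3 arrays was hybridized with a Cy3 labeled (green) cDNA of one tissue and a Cy5 labeled (red) cDNA of the other. The arrays carried oligonucleotide probes for contigs and singletons, which are assembled and single cDNA sequences, together with a set of genes of known expression in young fiber. The study's arrays of 10 dpa fiber were not analysed here.

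The deposited scanner files hold, per spot, the mean pixel intensity of the spot and of its local background in green and in red, as quantified with Agilent Feature Extraction and with no background subtraction or dye normalization. The deposited files also hold a flag of 0 or 1, a value of other kind than an intensity, which marks spots well above background in green. No such flag is present for red. The deposited table of the whole series holds, as computed by the authors, the log2 of background-subtracted red over background-subtracted green for each spot. A recomputation from the scanner files matched this table at 42034 of 42034 spots within a tolerance of 1e-08. The values of that table were therefore neither centred nor turned for the dye swap, and their medians were -0.01, 0.22 and -0.54 on arrays 1, 2 and 3. Because the red and green signals were deposited without dye normalization, a normalization was needed before genes were compared, and its choice moves the point at which a gene counts as unchanged.

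Each array had 44290 spots, of which 2256 were controls. The background columns hold means of the pixels, and these were used. Background was corrected with the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50, and the red over green log2 ratios were normalized within each array by loess on the gene spots. Spots were averaged to probes and probes to genes. A red signal was called above background when it exceeded the median of the negative control spots by 2.6 robust SD. Of 40372 probes, 38713 were kept because either channel was above background on at least 2 arrays. Of 11143 genes, 11081 were tested. Of all genes, 8604 had 4 probes, 1706 had 3, and 831 had 1 probe in 3 spots. Spots with a signal of 65000 or more were counted as saturated.

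The array was the replicate. For each gene the log2 ratios of the 3 arrays were tested against 0 with limma's lmFit and eBayes, which moderates the error of each gene toward that of all genes, and p was adjusted by Benjamini-Hochberg over all genes tested. An adjusted p under 0.05 was called changed. The threshold stated in the study's methods, at least 2 fold with an unadjusted p of at most 0.05, was applied beside it. The labels of the deposited samples gave the dye of each tissue. Each spot also carries the code of the RNA in each channel, and these codes pair the channels in another way than the labels do. Both orientations were therefore fitted. The fit by labels was fixed before the data were examined, with the arrays turned in other ways listed as an alternative. The second set of results, by sample codes, was added after the codes and the correlations between arrays had been seen.

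The tests, the lists and the rule for named genes were fixed before the data were examined. Genes named in the text were the genes of known expression put on the array by the study (called benchmark genes here), the regulators of trichome development, the regulators and signaling genes that the study named, the 10 genes with the largest fold higher and the 10 with the largest fold lower among those past the study's threshold with 1 sign on all 3 arrays, and up to 3 members of each annotation list with the smallest p in the direction of the list. Genes named outside this rule are marked as chosen after their values were seen. The study's list of regulators held 1 contig, Contig65, that matched no gene of the array.

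The scanner files give no descriptions of the genes, and none of the array's contigs was found in the reference table of gene symbols. Descriptions were available for the 1038 genes that the study tabulated from these arrays and its arrays of 10 dpa fiber, among them the benchmark genes and a few others that it did not describe as changed. The study drew up its table on these samples, so that lists drawn from them are no independent evidence of a direction. From them 22 lists were made by keywords in the description, and the 18 with at least 3 members were tested against the other tabulated genes. The test was limma's camera with a preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and fry, which asks whether the members of a list move one way on balance, were run beside it. With an estimated correlation camera rests on the few degrees of freedom that 3 arrays leave, so that hardly any list could pass. A call lost there does not by itself tell whether correlation among the members undid it, and the estimates are given beside the calls. The files do not place the contigs on a genome, and genome positions were not analysed here.

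The procedure was tested on simulated data of 11081 genes with 200 changed. All changed genes of log2 1 and log2 2 were recovered (100%) and 11 of 211 calls were false (5.21%). With 1 array turned the wrong way 0 genes were called. Every simulated gene had noise of the same SD, drawn independently of other genes. Genes of the real arrays differ in spread, so that the recovery is not the power in these data. By the sample codes Contig7833, for example, had a log2 ratio of 1.44 and was not called by limma (adjusted p = 0.0660). In a separate simulation of 1000 genes in 18 lists, with 30 members of 1 list shifted by log2 1, the shifted list was called and 0 of the others were. The typical SE of a gene was 0.16 on the log2 scale by labels and 0.15 by sample codes, and the number of arrays, 3, limits the precision.

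Alternatives were no background subtraction, plain subtraction, quantile normalization of brightness between arrays, scaling between arrays, median centring in place of loess, the deposited ratios themselves, no filter and a stricter filter on dim probes, the median over probes, a dye term, the ordinary test without moderation, each array left out in turn and other turnings of the arrays. Signals processed by the scanner software were not in the files, and no scan date was given.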

Results

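Cotton fibers are outgrowths of cells of the ovule epidermis, and at 1 dpa the fiber initials have just begun to protrude. Gene expression in 1 dpa fiber initials was compared with that in whole 1 dpa ovules, which carry the initials together with all other cells of the ovule, on 3 arrays. Each array held 1 fiber and 1 ovule RNA, so that n = 3 counts arrays. Whether the RNAs on them were all separate harvests is not certain from the sample codes, since the code SP2A stands on arrays 1 and 2. The arrays measured 11143 genes. The median background-subtracted green signals were 249, 213 and 182 on arrays 1, 2 and 3, and the red signals were 311, 270 and 131. Green signals were well above background at 95.3%, 94.9% and 93.6% of the gene spots, and red signals exceeded the negative controls at 94.3%, 94.6% and 86.5%. The negative controls varied more on array 1, where the SD of their green signal was 102, than on array 2 (5.85) or array 3 (5.32). Saturated spots numbered from 1 to 21 per array in green and from 8 to 28 in red.

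The first comparison asked whether the 3 arrays showed the same genes as different between the tissues. The labels place the fiber RNA in green on arrays 1 and 2 and in red on array 3. The codes carried by the spots name the green and red RNA SP2A and SP1A on array 1, SP1E and SP2A on array 2, and SP2C and SP1F on array 3, so that by the codes array 2 is the swapped one. The labels thus call the RNA coded SP2A fiber on array 1 and ovule on array 2. MYB109, a transcription factor of young fiber, had log2 ratios of SP2 RNA over SP1 RNA of 0.88, 2.13 and 0.87 on arrays 1, 2 and 3, and the histone H4 gene Contig15160 was lower in the SP2 RNA on each array, with a mean of -2.26 ± 0.14 (SE, n = 3). Across genes, which are not independent replicates, the red over green ratios of arrays 1 and 2 had a correlation of -0.580 (Spearman -0.354), those of arrays 1 and 3 of 0.522 (Spearman 0.321), and those of arrays 2 and 3 of -0.810 (Spearman -0.711). Turned by the labels, the ratios of array 1 therefore ran against those of the other arrays, and the agreement between arrays, as their mean correlation, was -0.0970. Turned by the sample codes, all pairs were positive with a mean of 0.637. Of all genes tested, 29.1% had 1 sign on all arrays by the labels and 44.0% by the codes, where independent signs would give 25%.

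**Figure D1:**
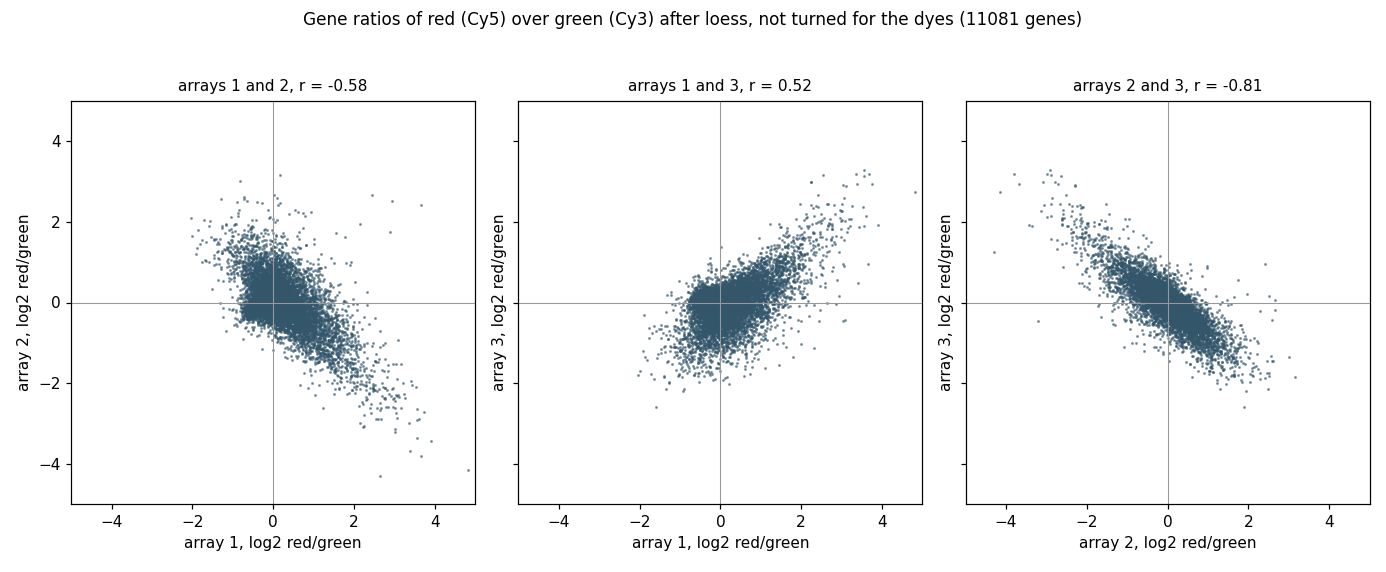
Log2 ratios of red over green for 11081 genes (points), each panel plotting 1 array against another, after loess normalization and before any turning for the dyes. Arrays 1 and 2, which the labels orient alike, run in opposite directions (correlation -0.580), and arrays 1 and 3, which the labels orient as dye swaps, run in the same direction (0.522).

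By the labels, GhACY, an acetyltransferase gene, had a log2 ratio of fiber over ovule of -1.45 ± 0.28 (SE, n = 3), the GDSL lipase gene Contig2286 of -1.50 ± 0.36, and Contig6818 of -1.59 ± 0.15. The largest ratio was that of Contig6179, -1.77 ± 0.58. In all, 32 genes were past the study's threshold and each was lower in fiber by the labels. For the genes named here, array 1 ran against arrays 2 and 3 once the arrays were turned by the codes. The ratios of SP2 RNA over SP1 RNA on arrays 1, 2 and 3 were -1.79, 1.63 and 1.36 for Contig6818, for example, and -2.45, 2.67 and 0.18 for Contig6179. By the codes limma called neither of them changed (adjusted p = 0.795 and 0.949). No gene was changed after adjustment: limma called 0 of 11081 genes, with 538 at an unadjusted p under 0.05, and the ordinary test without moderation also called 0. The smallest adjusted p was 0.904. Of the 18 lists tested, 2 were called in this orientation, both higher in fiber on balance. They were transcription factors (median 0.17, adjusted p = 0.00242) and DNA replication, histones and cell division (median 0.62, adjusted p = 0.000957). Neither camera with an estimated correlation nor fry called any. The DNA replication list had medians of SP2 RNA over SP1 RNA of -1.97, -2.03 and -2.19 on arrays 1, 2 and 3. Transcription factors had -1.16, -0.998 and -0.887. The labels turn these signs on arrays 2 and 3 only, so that on array 1 the median of both lists was lower in fiber. Without array 1 the labels gave 1999 changed genes, and with array 2 taken as the swapped array 1359.

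The directions given to genes in the text of the study were set beside both readings. With the SP2 RNA taken as fiber, 27 of 27 such genes had the direction given there, and with the SP1 RNA taken as fiber 0 did. The study took those directions from these arrays among others, so that the match shows which RNA the study read as fiber and is not independent evidence of it. By its own label array 1 had 25 of these directions, and arrays 2 and 3 had 0. The values below are ratios of SP2 RNA over SP1 RNA. They read as fiber initials over ovules if the label of array 1 holds, and all directions turn, with the same sizes, errors and p, if the labels of arrays 2 and 3 hold. In semiquantitative PCR of the study, which did not use the arrays and whose legend names ovules of an earlier day, transcripts of the MYB gene Contig3648, a ribosomal protein, a transducin and a lumen receptor were described as more abundant in fiber than in ovules, the direction these genes have here with the SP2 RNA as fiber. The study also described the benchmark genes GhFDH, GhACY, MYB109 and MYB2, introduced below, as more abundant in fiber, in accord with earlier reports on these genes. Their mean ratios of SP2 RNA over SP1 RNA were positive, on each array for GhFDH and MYB109 and on arrays 2 and 3 alone for GhACY. MYB2, with 1 probe, was positive on arrays 1 and 2 and near 0 on array 3 (0.0228). The code SP2A stands on arrays 1 and 2, so that these arrays are not certain to hold separate harvests.

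In the orientation of the sample codes, a calmodulin gene, Contig15340, encoding a calcium sensor, was higher in the SP2 RNA with a log2 ratio of 1.98 ± 0.14 (SE, n = 3; 3.94-fold). Contig14272, a soluble acid invertase that splits sucrose, was higher by 1.84 ± 0.30, Contig4289, ribosomal protein S13, by 1.78 ± 0.15, and the MYB gene Contig3648 by 1.78 ± 0.26. Larger ratios were found among genes lower in the SP2 RNA. Contig16719, similar to a lysosomal thiol reductase, had a ratio of -3.91 ± 0.37, Contig17288, topoisomerase II, which untangles DNA after replication, of -3.33 ± 0.18 (10.1-fold), Contig6403, an auxin-repressed protein, of -3.25 ± 0.17, and Contig14572, related to copper chaperones, of -3.18 ± 0.14. All of these had 1 sign on all 3 arrays and an adjusted p between 0.00124 and 0.0134.

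The other genes with the largest ratios were Contig3319 (2.02 ± 0.21) and Contig10687 (1.84 ± 0.14), matched to rice genes with no named function, the stress protein gene Contig14823 (1.73 ± 0.39), the unknown protein gene TMIRS_151_F10.F (1.69 ± 0.18), Contig4206, ribosomal protein L10 (1.69 ± 0.25), and a receptor kinase singleton (1.68 ± 0.15) on the higher side. On the lower side they were the hypothetical protein gene Contig18656 (-3.55 ± 0.17), an unnamed singleton (-3.13 ± 0.22), a singleton similar to a primosomal helicase (-3.11 ± 0.20), the peroxidase gene Contig10289 (-3.08 ± 0.36), the serine carboxypeptidase gene Contig13796 (-2.94 ± 0.32), and Contig5410, similar to an imbibition protein (-2.88 ± 0.27). Contig16719, Contig18656 and Contig6403 had saturated spots in the SP1 RNA on 1 array, so that their sizes and their order are uncertain. In all, limma called 1359 of 11081 genes changed, 438 higher and 921 lower in the SP2 RNA. At the study's threshold 192 genes were higher and 524 lower. The count of changed genes was 246 with the deposited ratios, 329 with median centring in place of loess and 2 with the ordinary test. The split by direction rested on array 1, since without it 1121 genes were higher and 878 lower at the adjusted p, the reverse of the majority above, and 384 were higher and 399 lower at the study's threshold. With the deposited ratios, in which the median gene stood at 0.25, 535 were higher and 369 lower at that threshold but 63.4% of the 246 genes changed at the adjusted p were lower.

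The benchmark genes were put on the array because their expression in young fiber was known from earlier work. GhFDH, similar to a FIDDLEHEAD gene of the epidermis, was higher in the SP2 RNA with a log2 ratio of 1.17 ± 0.25 (SE, n = 3; adjusted p = 0.0302), and so was MYB109 with 1.29 ± 0.27 (adjusted p = 0.0286). MYB3, MYB5 and MYB6 were lower with -1.08 ± 0.14, -1.09 ± 0.19 and -0.77 ± 0.15. Of the 16 genes, these 5 changed, and 5 also did when p was adjusted over the list alone. MYB2, a relative of a trichome regulator, had a ratio of 0.60 ± 0.21 (adjusted p = 0.136). GhACY had 0.96 ± 0.49, with -0.73 on array 1 against 1.84 and 1.78 on arrays 2 and 3. GhRDL, with 0.37 ± 0.17, had saturated spots in the SP2 RNA on all 3 arrays and in the SP1 RNA on 1, so that its ratio is uncertain in size. Cellulose synthase had 0.49 ± 0.20, tubulin 0.43 ± 0.20 and heat shock protein 70 0.31 ± 0.15. Ratios whose sign turned when an array was left out were those of sterol methyltransferase (0.31 ± 0.25), flavanone hydroxylase (0.14 ± 0.33), the serine protease-like gene (0.01 ± 0.19), MYB4 (0.10 ± 0.15, above background on 1 array in the SP2 RNA and on 2 in the SP1 RNA) and GhSCP (-0.15 ± 0.37, positive with other normalizations too, and saturated in the SP1 RNA on 1 array). The count of changed benchmark genes was 8 without array 1 and 3 without array 2, 1 with median centring, and 0 with the deposited ratios or the ordinary test.

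**Figure D2:**
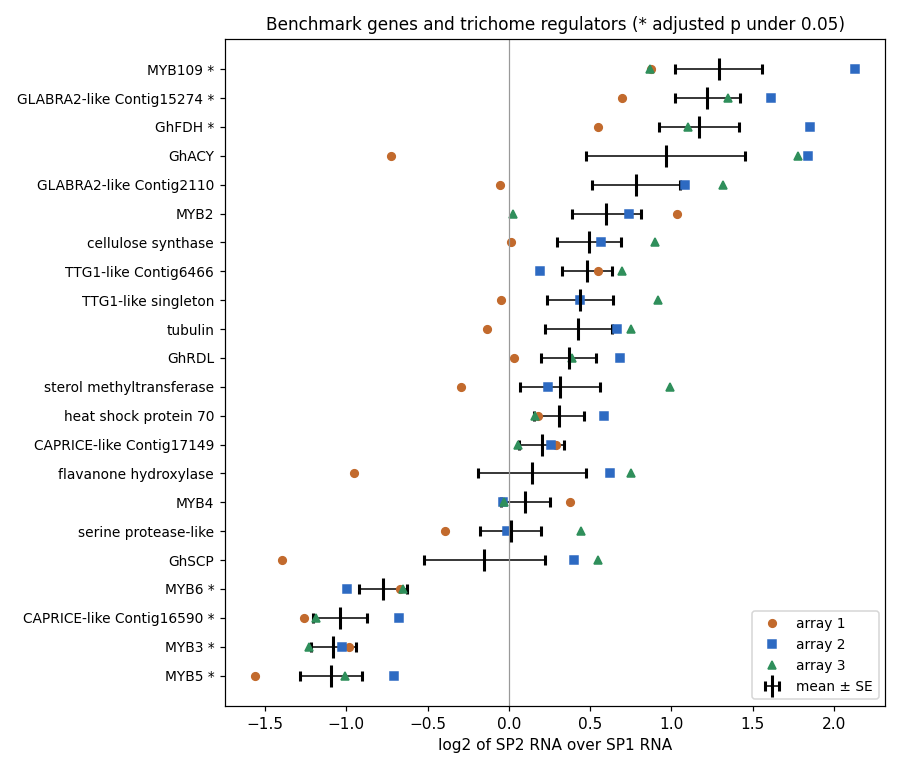
Log2 ratios of SP2 RNA over SP1 RNA of the benchmark genes and trichome regulators on each array (points) with the mean and SE of 3 arrays (bars), and stars on genes with an adjusted p under 0.05. MYB109 (1.29), GLABRA2-like Contig15274 (1.22) and GhFDH (1.17) lie to the right of 0 on all 3 arrays and MYB5 (-1.09), MYB3 (-1.08), CAPRICE-like Contig16590 (-1.04) and MYB6 (-0.77) to the left.

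Regulators of trichome development in Arabidopsis have relatives on the array, which the study picked partly on these samples. The GLABRA2-like gene Contig15274, of a homeodomain factor that promotes trichome growth, was higher in the SP2 RNA with a ratio of 1.22 ± 0.20 (SE, n = 3; adjusted p = 0.0141). The CAPRICE-like gene Contig16590, of a small MYB protein that represses trichomes, was lower with -1.04 ± 0.17 (adjusted p = 0.0128), a direction shown by 3 of its 4 probes. Together with MYB109, 3 of 8 genes changed, and 6 did when p was adjusted over the list alone, which is not independent evidence. The second GLABRA2-like gene, Contig2110, had 0.78 ± 0.27, the TTG1-like gene Contig6466 had 0.48 ± 0.16, a TTG1-like singleton 0.43 ± 0.20, and the second CAPRICE-like gene, Contig17149, 0.20 ± 0.14. With median centring, the deposited ratios or the ordinary test 0 of the 8 were called.

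The regulators and signaling genes that the study named were chosen on these samples and are not independent evidence of a direction. Among small GTPases, which switch vesicle traffic and signaling, Contig6782, an ADP-ribosylation factor, was higher in the SP2 RNA with 1.66 ± 0.16 (SE, n = 3), Contig85 with 1.60 ± 0.33, Contig2338 with 1.23 ± 0.21, Contig1658 with 0.96 ± 0.22, Contig10324 with 0.81 ± 0.17 and the Rab7 gene Contig16430 with 0.74 ± 0.14. Among the other genes the receptor kinase Contig2019 was higher with 1.01 ± 0.15, the calmodulin-binding protein Contig16628 with 0.80 ± 0.17, prohibitin Contig3145 with 1.03 ± 0.15, the MATE efflux protein Contig3407 with 1.02 ± 0.23, and a WD-40 repeat singleton with 1.04 ± 0.14. With Contig3648, Contig15274, Contig15340 and Contig4289, 15 of 20 genes were higher, and 20 were when p was adjusted over the list alone. The genes not called over all genes tested were the sulfotransferase-like Contig7833 (1.44 ± 0.39), the ethylene responsive factor TMIRS_117_D04.F (0.98 ± 0.27), the lumen receptor Contig10804 (0.84 ± 0.24), the transducin Contig1481 (0.83 ± 0.24) and the lipid transfer family gene Contig17143 (0.76 ± 0.20). The count was 7 with the deposited ratios, 6 with median centring and 0 with the ordinary test.

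The annotation lists asked which groups of genes moved together. Of the 1038 tabulated genes, 320 were higher and 297 lower in the SP2 RNA, and since the study drew up its table from these samples and from 10 dpa fiber, no list is independent evidence of a direction. Of the 34 genes listed as cytosolic ribosomal proteins by keyword, 30 were higher and 1 lower, with a median of 1.05 against 0.14 in the other tabulated genes (n = 3 arrays; adjusted p = 4.52e-06). This call was lost with an estimated correlation, which was 0.0589 (adjusted p = 0.651), a setting in which 0 of the 18 lists tested were called. By fry, which does not compare a list with other genes, the members moved upward on balance (adjusted p = 0.0296). Contig7405, ribosomal protein L39, was higher with 1.56 ± 0.15 and Contig6088, ribosomal protein S18, with 1.21 ± 0.14, and the lower member, Contig17016, named after its value was seen, had -1.33. The list also took in a singleton described as a 30S protein (1.20) and Contig1429, described as a 50S protein (0.65), both higher and named after their values were seen, which are names of organellar or bacterial ribosomes. Translation factors went the same way, 7 of 8 higher and 0 lower, with elongation factor Contig15688 at 1.27 ± 0.14, initiation factor Contig2219 at 1.20 ± 0.17 and elongation factor Contig7825 at 0.96 ± 0.19, but as a list they did not pass the test (adjusted p = 0.0766). Of 17 genes of small GTPases and vesicle traffic, 10 were higher, such as the coatomer gene Contig14547 (1.06 ± 0.13), and the list was called (median 0.81, adjusted p = 0.0189), a call that was lost with an estimated correlation (adjusted p = 0.944). Fry called no movement of its members against no change (adjusted p = 0.128). Its 1 lower member, Contig14779 (-2.09), named after its value was seen, is a racemase gene taken in by its description.

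Transcription factors were lower as a list. Of 37 genes, 20 were lower and 3 higher in the SP2 RNA, with a median of -1.08 (adjusted p = 0.00430). For this list the call was lost with an estimated correlation, which was 0.0658 (adjusted p = 0.944). Fry called no movement of its members against no change (adjusted p = 0.0698). The MYB gene Contig14561 had -2.53 ± 0.14, a homeobox singleton -2.40 ± 0.19, and TMIRS_010_H04.F, a phytochrome-associated protein taken in by its name, -2.84 ± 0.15. The higher members were Contig3648, MYB109 and Contig165, the last with 1.28 and named after its value was seen. DNA replication, histones and cell division was the list with the lowest median among the lists tested, -1.98, with 8 of 9 genes lower and 0 higher (adjusted p = 0.00147). Besides topoisomerase II and histone H4, the histone H2A gene Contig4036 had -2.28 ± 0.14. The call was lost with an estimated correlation (adjusted p = 0.651). The correlation estimated for this list was negative (-0.119), so that correlation among its members does not account for the loss. By fry, against no change and not against other genes, the members moved downward on balance (adjusted p = 0.00261).

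**Figure D3:**
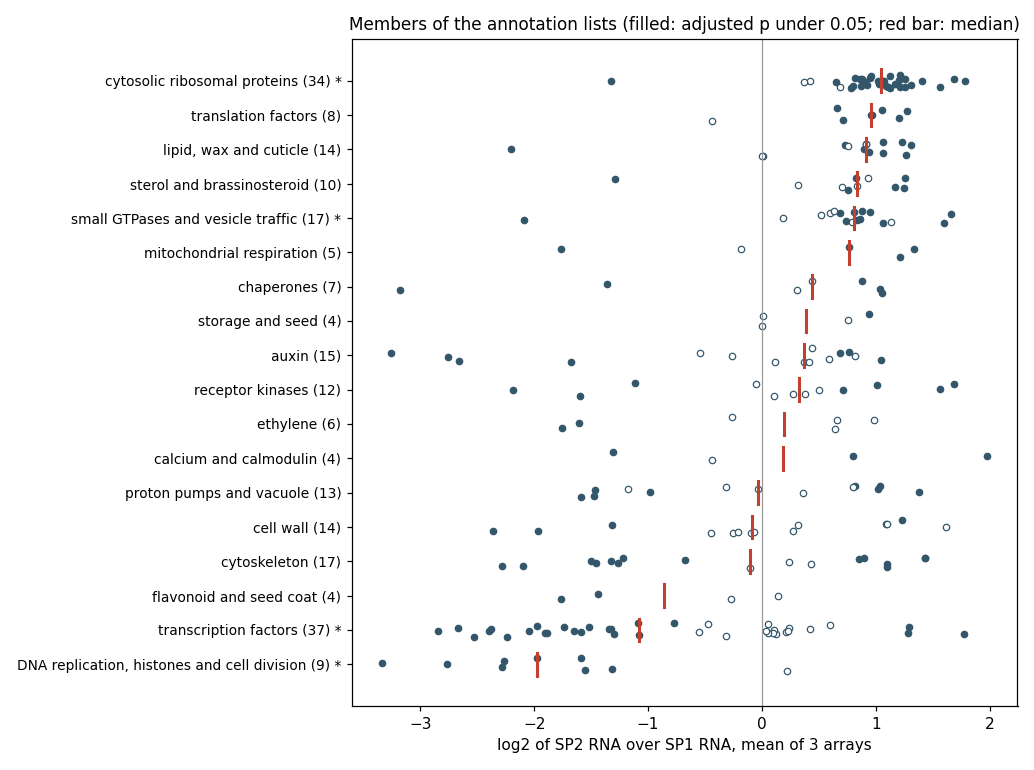
Mean log2 ratio of SP2 RNA over SP1 RNA of each member (points, filled where the adjusted p was under 0.05) of the annotation lists tested, with the number of members in parentheses, medians as bars and stars on lists called by camera with the preset correlation. Ribosomal protein genes have a median of 1.05 and DNA replication genes of -1.98.

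The remaining lists did not pass the test over the lists. Of 14 lipid, wax and cuticle genes, 9 were higher and 1 lower (adjusted p = 0.0632), among them the fatty acid elongation genes Contig210 (1.26 ± 0.17), Contig2915 (0.91 ± 0.14) and Contig12106 (0.90 ± 0.14). Of 10 sterol and brassinosteroid genes, 5 were higher and 1 lower (adjusted p = 0.0766), with the sterol desaturase TMIRS_178_A08.F at 1.17 ± 0.15, a sterol isomerase singleton at 1.25 ± 0.17 and the sterol glucosyltransferase TMIRS_216_B12.F at 0.82 ± 0.14. Of 5 genes of mitochondrial respiration, 3 were higher and 1 lower, with isocitrate dehydrogenase Contig311 at 1.33 ± 0.17, cytochrome c oxidase Contig16115 at 1.21 ± 0.13 and TMIRS_046_E11.F, a NADH dehydrogenase subunit, at 0.76 ± 0.14. The lower gene, Contig9549, named after its value was seen, carries the name of the same NADH dehydrogenase subunit and had -1.77 ± 0.18. Calcium and calmodulin had 2 higher and 1 lower of 4. Receptor kinases had 4 higher and 3 lower of 12, with Contig14083 at 1.56 ± 0.15. Other lists went both ways. Of 17 cytoskeleton genes, 6 were higher and 8 lower, with the tropomyosin-related Contig5634 at -2.28 ± 0.14, a kinesin singleton at -2.09 ± 0.18 and an actinin-binding singleton at -1.50 ± 0.15. Of 14 cell wall genes, 2 were higher and 3 lower, the latter being xylosidase Contig2047 (-1.97 ± 0.16), a cellulose synthase, Contig15578 (-2.36 ± 0.26), and endoxyloglucan transferase Contig12523 (-1.32 ± 0.25). Genes of like names went the other way, all named after their values were seen. The higher genes were a cellulose synthase-like gene, Contig4481 (1.09), and the extensin-like Contig339 (1.23). Another endoxyloglucan transferase, Contig2607, had 1.61 ± 0.55 and was not called by limma (adjusted p = 0.126). Of 13 genes of proton pumps and vacuole, 4 were higher and 4 lower. Aquaporins went both ways, with Contig4305 at -1.58 ± 0.20, Contig3868 at -1.46 ± 0.23 and Contig5285 at -0.98 ± 0.17, and with Contig16380 at 1.03 and Contig4366 at 1.02, these last named after their values were seen.

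For 3 lists the median and the mean differed in sign. Auxin had 3 genes higher and 4 lower of 15 (median 0.37, mean -0.40, test downward), with the auxin-induced Contig13008 at 1.04 ± 0.14, the GH3 gene Contig16273 at 0.77 ± 0.13 and Contig9298 at 0.69 ± 0.15. Its lower members, named after their values were seen apart from Contig6403, had larger ratios: Contig6403 with -3.25, the Aux/IAA gene Contig4487 with -2.76, and the auxin response factors Contig2336 with -2.66 and Contig15386 with -1.68. Chaperones had 3 higher and 2 lower of 7 (median 0.44, mean -0.12, test upward). The higher ones were the heat shock protein 70 genes Contig13246 (1.06 ± 0.19) and Contig14235 (1.04 ± 0.19) and the chaperonin gene Contig6694 (0.88 ± 0.16), and the lower ones, Contig14572 and Contig1795 (-1.36, named after its value was seen), are related to copper chaperones, which carry copper and do not fold proteins. Ethylene had 0 higher and 2 lower of 6 (median 0.19, mean -0.22, test downward). Both of the lower genes encode ethylene receptors, while Contig12930 (0.64 ± 0.17) and Contig15025 (0.65 ± 0.18) are enzymes of folate metabolism taken in by their names. No tabulated gene carried the keywords for gibberellin, which left 0 members.

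Lists for other cells of the ovule held few genes, and of these lists the DNA replication list alone was called. Both MADS genes of the list for ovule identity and integument, the coat layers of the ovule, were lower in the SP2 RNA, with -2.23 ± 0.20 and -2.05 ± 0.26 (SE, n = 3; list too small to test), and these genes also count among the transcription factors. Of 4 flavonoid and seed coat genes, 2 were lower, chalcone synthase Contig5884 with -1.77 ± 0.27 and the flavonoid hydroxylase TMIRS_054_C08.F with -1.44 ± 0.15, and TMIRS_041_G06.F had -0.27 ± 0.17 (list adjusted p = 0.342). Of 2 photosynthesis genes, the photosystem I gene Contig1440 was lower with -1.65 ± 0.13, while the plastocyanin-like Contig1490, named after its value was seen, had 1.27 ± 0.36 (adjusted p = 0.0699). The 1 gene for vascular tissue, laccase TMIRS_008_E06.F, had -0.10 ± 0.14, which was positive with the deposited ratios. Of 4 genes of the storage and seed list, all of the lipid transfer family, Contig14170 was higher with 0.94 ± 0.21, and TMIRS_107_G05.F had 0.01 ± 0.14, of either sign by setting (list adjusted p = 0.766).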

Values the study reported

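The study reported 376 transcripts as up regulated and 248 as down regulated in 1 dpa fiber when compared with 1 dpa ovules. These counts came from a mixed model over 6 arrays that also included 10 dpa fiber, with a 2 fold difference and a probability of 0.05 or less as the threshold. The study put the number of genes represented on the microarray at over 11,000.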

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

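The settings by sample codes, median centring, scaling between arrays and plain subtraction were chosen after the data had been seen, and the others before. By the labels, the 0 changed genes stayed 0 except without an array (0 to 1999) and with array 2 as the swapped one (1359). The 32 genes past the study's threshold became 635 with the deposited ratios, 95 with median centring, 11 with the ordinary test, 716 with array 2 swapped and 31 to 783 without an array. Called benchmark genes numbered 0 to 8 without an array and 5 with array 2 swapped, trichome regulators 0 to 3 and 3, and the study's regulators 0 to 17 and 15. The 1 annotation list called became 2 with the deposited ratios and with median centring, 3 with scaling and with array 2 swapped, 0 to 3 without an array, and 0 with an estimated correlation and with fry. The 1 list of other cell types became 0 to 1 without an array and 0 with an estimated correlation and with fry. The agreement between arrays, as mean correlation, was -0.580 to 0.810 without an array and 0.637 with array 2 swapped.

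By the sample codes, the 1359 changed genes became 246 with the deposited ratios, 329 with median centring, all of which were among the 1359, and 2 with the ordinary test. They numbered 994 to 1999 without an array, and without array 1 the majority of lower genes turned, with 1121 higher and 878 lower. The 716 genes past the study's threshold stayed within 640 to 904 in every setting but the ordinary test, which gave 484. The 5 benchmark genes became 0 with the deposited ratios and the ordinary test, 1 with median centring and 3 to 8 without an array. The 3 trichome regulators became 0 with the deposited ratios, median centring and the ordinary test. The 15 regulators of the study became 7 with the deposited ratios, 6 with median centring and 0 with the ordinary test. The 3 annotation lists became 0 with an estimated correlation and 1 with fry, which tests against no change and not against other genes, and the 1 list of other cell types 0 with an estimated correlation. In all other settings these list counts were the same. The mean correlation was 0.522 to 0.810 without an array.

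Of 105 named genes, 80 were called, and 0 of these changed direction in any setting. For many this could hardly be otherwise, since genes with the largest ratios were picked for 1 sign on all 3 arrays and list members for a small p. The ordinary test also leaves every ratio as it is. The calls were less stable: 36 were lost with median centring and 33 with the deposited ratios. All 80 were lost with the ordinary test, but that test called 2 of 11081 genes in all, so that this loss says little about stability. Genes that were not called and turned in sign were GhSCP (0.36 with the deposited ratios, 0.0785 with the median over probes, 0.19 with median centring, 0.0542 with scaling, -0.50 to 0.47 without an array), MYB4 (-0.0353 with median centring, -0.0338 to 0.17 without an array), and, without an array, sterol methyltransferase (-0.0268 to 0.62), flavanone hydroxylase (-0.17 to 0.69) and the serine protease-like gene (-0.20 to 0.22). TMIRS_008_E06.F had 0.0400 with the deposited ratios. TMIRS_107_G05.F had -0.00420 with no background subtraction, -0.0941 with median centring, -0.0303 with scaling, -0.0338 with plain subtraction, -0.0171 with a dye term and -0.10 to 0.0671 without an array. Quantile normalization of brightness moved no ratio. With an array left out or fewer genes tested the cause lies in the construction, and for the other settings the cause was not tested. Alternatives on processed signals and on slides or scan batches were not run, since the files hold no processed signals and no scan dates and each array is its own slide. Dim probes limit the ratios of genes near background, such as MYB4.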

Other observations

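The gene groups of the next paragraph, the tests of the array orientation and of the share of lower genes and the ways of signing the arrays were chosen after the results had been seen. For the ribosomal genes, the tests by brightness, by single array and by the study's choice were written before. They were worded by the sample codes, an orientation taken up after the correlations between arrays had been seen. The 10000 lists of like brightness were not among them.

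Several further groups of tabulated genes had members on 1 side only among those called, as ratios of SP2 RNA over SP1 RNA with n = 3 arrays. All 3 genes of the pyruvate dehydrogenase complex, which feeds the citric acid cycle, were higher, with TMIRS_124_F12.F at 1.51 ± 0.19 (SE), Contig10276 at 0.99 ± 0.17 and Contig13652 at 0.83 ± 0.14. Both starch genes were lower, the branching enzyme Contig2425 with -2.56 ± 0.20 and the granule-bound synthase Contig4287 with -2.17 ± 0.22. Of 6 genes for invertases and hexose transport, 3 were higher, among them the hexose transporter Contig13568 with 1.34 ± 0.24, while the other soluble acid invertase, Contig23, had -1.11 ± 0.33 (adjusted p = 0.0824). All 3 genes for protein import into mitochondria were higher, with the processing peptidase TMIRS_064_G08.F at 1.48 ± 0.16, Contig1634 at 0.90 ± 0.14 and Contig15430 at 0.80 ± 0.17.

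Of 6 actin, actin-like and villin genes, 5 were higher, including actin Contig1771 with 1.43 ± 0.19 and villin Contig2814 with 1.47 ± 0.20, and 0 were lower. This holds for those names alone, since other actin-binding genes of the cytoskeleton list went both ways. The tropomyosin-related Contig5634 (-2.28) and the myosin gene Contig3026 (-1.46) were lower, and the myosin gene TMIRS_168_G01.F (1.43) was higher. Of 6 genes for Aux/IAA repressors and phytochrome-associated proteins, 5 were lower, including Contig4487 with -2.76 ± 0.19 and Contig15281 with -2.45 ± 0.31, and Contig15331 was higher with 0.77 ± 0.17. Both high mobility group genes, of proteins that bend DNA, were lower, TMIRS_036_B03.F with -2.42 ± 0.16 and Contig16160 with -1.91 ± 0.19. Copper binding genes went both ways, 3 of 6 being lower and 2 higher, with Contig3934 at -2.47 ± 0.17 and the uclacyanin Contig279 at 1.63 ± 0.33. The 1 RNA polymerase gene was lower with -0.96 ± 0.21. These genes were tabulated by the study on these samples, and no test of the groups was run.

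At the study's threshold 192 genes were higher in the SP2 RNA. That is lower than the count of up regulated transcripts quoted from the study above, if the SP2 RNA is taken as fiber. The genes lower in the SP2 RNA numbered 524. That is higher than the count of down regulated transcripts quoted above, again with the SP2 RNA as fiber. With the SP1 RNA as fiber the counts trade places, 524 higher and 192 lower. The split was 384 higher and 399 lower in the SP2 RNA without array 1, and 535 higher and 369 lower with the deposited ratios, in which the median gene stood at 0.25. At the adjusted p it was 1121 higher and 878 lower without array 1, but 63.4% of the changed genes were lower with the deposited ratios and 75.7% with median centring. Among these settings the excess of lower genes was thus lost without array 1 and, at the study's threshold alone, with the deposited ratios. The counts quoted above came from a model over more arrays than were used here.

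Array 1 ran against arrays 2 and 3 under the deposited labels. A dye bias of single genes would give a positive correlation of the red over green ratios of arrays 1 and 2, which the labels orient alike, and it was -0.580. Noise on array 1 would leave it uncorrelated with array 3, and that correlation was 0.522. Turning array 1 to match the others would only restate these signs. The codes carried by the spots were not made from the ratios, and turned by them the lowest correlation of the 3 pairs was 0.522. The labels call the RNA coded SP2A fiber on array 1 and ovule on array 2. Labels and codes therefore cannot both hold if 1 code stands for 1 tissue, whatever the correlations. A candidate explanation is that channels were named the wrong way round in the deposited labels, on array 1 or on arrays 2 and 3. The ratios alone do not say which, though PCR described in the study, made without the arrays, runs with the SP2 RNA as fiber for Contig3648, a ribosomal protein, a transducin and a lumen receptor and so against the labels of arrays 2 and 3. So do GhFDH (1.17) and MYB109 (1.29), higher in the SP2 RNA on all 3 arrays, which the study described as more abundant in fiber in accord with earlier reports. No biological explanation was tested since all arrays compare the same tissues.

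More genes were lower than higher in the SP2 RNA, 73.2% of those past the study's threshold. A dye bias left by an uneven number of orientations would have been removed by a dye term, and the share was then 69.1%. The curve fitted by loess was not the whole cause, since with median centring in its place the share was 61.6%, and 75.7% of the genes changed at the adjusted p. Where the ratios are centred cannot be told apart from a real difference, since with the deposited ratios, which are not centred and whose median gene stood at 0.25, the share was 40.8% at the study's threshold but 63.4% at the adjusted p. Array 1 alone may account for the excess, since the share without it was 51.0%, against 81.3% without array 2 and 80.7% without array 3. That ovules hold more cell types than fiber initials is a biological explanation that stayed untested.

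Ribosomal protein genes had a higher median in the SP2 RNA than other tabulated genes, a difference that camera called with the preset correlation but not with an estimated one (adjusted p = 0.651). Bright probes were not the whole cause, since the ribosomal median exceeded by 0.45 that of tabulated genes of like brightness, and 2 of 10000 lists drawn with like brightness reached it, a count that treats genes as independent, although the genes of like brightness also lay above 0 with a median of 0.59. A single array was not the cause either, since the smallest difference on any array was 0.57. Of the called ribosomal genes 96.8% were higher, against 49.5% of the other called genes, but whether the study's choice of genes to tabulate gave this share cannot be told apart from a change of the whole class, as no ribosomal genes chosen without these arrays were at hand. A biological difference between the tissues stays open beside it as a hypothesis.

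The 3 arrays can be signed in 4 ways, too few for a share under 0.05. By the labels limma called 0 genes, where the highest other way gave 1359, and 4 of the ways gave as many as the labels did. At the study's threshold the labels gave 32 and the highest other way 716, with 2 ways giving as many. By the sample codes the counts were 1359 against 0 and 716 against 32, and in each case 1 way, that of the codes, gave as many. The codes' way was taken up after the correlations between arrays had been seen, so that these counts restate those correlations.

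The RNA coded SP2A stands on arrays 1 and 2. Across genes, the deviations of the SP2A signal of array 1 and of array 2 from the mean of all channels had a correlation of -0.0892, and those of the SP2A signal of array 1 and the SP2C signal of array 3 one of 0.240. Those of the SP2A signal of array 2 and the SP2C signal of array 3 had one of 0.764. Among the SP1 signals, that of array 3 had 0.308 with array 1 and 0.269 with array 2, against 0.601 between arrays 1 and 2. Both values of the SP2 signal of array 1 were thus the lowest among these pairs, though the SP1 signal of array 3 also had lower values than arrays 1 and 2 had with each other. The RNA coded SP2A was in green on array 1 and in red on array 2. These single signals were not normalized by loess, so that dye bias may enter. Deviations from a shared mean lean toward negative correlations, so that these values cannot be read against 0. They do not tell whether the RNA coded SP2A was the same on both arrays.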
